A study of Drosophila melanogaster with 26 samples.

How the data were processed

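RNA sequencing libraries of staged Drosophila melanogaster embryos were analysed. Per the labels, embryos were taken at nuclear cycles 13 to 14, 3 embryos were pooled per sample, total RNA was extracted with TRIzol and libraries were built with an NEBNext Ultra II kit. The 26 libraries fall into 5 groups by genotype and labelled day, and every library entered at least 1 comparison.

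The unit of the deposited values is TPM (read counts divided by transcript length and scaled to a common total within a library). The unit is not named in the labels or file headers and was read from the values: each deposited column sums to 1000000 over the same 14220 gene symbols, the values are not whole, no step is common to the genes of a library, and the ratio of a gene between libraries clusters at whole-number multiples. The aligner, the quantifier, the genome build, the annotation and any use of strand are not stated in the labels or file headers. TPM values sum to the same total in every library, so a large change in abundant transcripts shifts all other values. Genes that share reads with a near-identical copy, or that overlap another gene, are uncertain because the assignment of such reads is not stated.

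TPM keeps no absolute depth, so the number of reads per library is unknown and no counting interval or detection limit is given. Relative depth was estimated from what 1 read is worth. Over 1047 low-abundance genes with a single annotated transcript, the most frequent log2 ratio to replicate 1 of the day 2 wild type was found in bins of 0.02. The resulting relative depth ran from 0.619 to 1.39 across the 26 libraries. The estimate is less sharp in libraries with many extra transcripts: 3.78% of the ratios lay at the mode in replicate 6 of Zf5 day 2, against 15.7% in replicate 2 of Zld294.

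The plan written before the data were examined assumed read counts and a negative binomial model. Because the values are TPM, each comparison was instead tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with lmFit and eBayes, a mean-variance trend and no robust option. Groups, covariates and the threshold were those of the plan. Genes entered with at least 1 TPM in as many libraries as the smallest group of the comparison. Groups were counted by genotype for Zld294 and by genotype and day elsewhere. The minimum was thus 3 libraries for Zf5 over both days and for the interaction, and 8 for both comparisons of Zld294. P-values were adjusted by Benjamini and Hochberg's method, with a threshold of 0.05. Log2 fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. Zf5 was compared with wild type with the labelled day as a covariate, and on each day alone. The difference of the Zf5 effect between days was tested as an interaction. Zld294 occurs on day 3 only, so it was compared with the wild-type and Zf5 libraries of both other days with no day term. The wild-type groups were also compared with each other, since the wild-type genotype label differs between days.

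Named genes were chosen by a rule fixed before the data were examined: among genes past the threshold, with a mean of at least 5 in abundance over the libraries of the comparison and no overlap between the genotypes (within each day for Zf5 against wild type), the 4 with the largest rise and the 4 with the largest fall. The planned minimum was in CPM and was applied to TPM. The gene zld is given in every comparison. For the interaction the 3 genes with the smallest adjusted p-value are named. Of each gene list, the 3 members past the threshold with the largest change were eligible to be named.

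Lists of early zygotic genes (46), maternally loaded genes (36) and genes that rise late in cycle 14 or at gastrulation (26) were written before the data were examined. They were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it, and adjusted over the 18 combinations of list and genotype comparison. The score of a list in a library is the mean log2(TPM + 1) of its genes. Scores were compared by exact permutation of the genotype labels, within day where both genotypes share a day. A further list of 20 genes abundant in adult or larval tissue was written for a contamination test.

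The analysis was tested on simulated data with 200 genes changed by 2 on the log2 scale. It recovered 82.5% of these among 8151 genes for Zf5 over both days, 54.5% among 7172 for day 1, 65.5% among 6990 for day 2, 38.5% among 8151 for the interaction, 97.0% among 6925 for Zld294 against wild type and 88.0% among 7050 for Zld294 against Zf5. It recovered 69.5% among 7160 genes for the wild-type groups. False calls made up 2.68% to 6.10% of the calls. Noise was drawn independently for each gene, and the changed genes had a mean log2(TPM + 1) above 2. These shares therefore do not describe false calls where genes vary together, nor the recovery of lower genes.

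Gene symbols were matched to Ensembl release 115 of the BDGP6.54 annotation, directly or through synonyms, and 14204 of 14220 (99.9%) were placed. Coordinates are those of BDGP6.54 and serve only to locate genes, since the build behind the deposited values is not stated. Tables, permutation tests and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternatives covered the filter, the fold change threshold, the pseudocount, the scaling, the variance model, the libraries in the fit, the day term, a replicate block, a stage covariate and each library left out in turn. A check of GC content was not made, because no genome sequence was used here.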

Results

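Transcript levels were measured in 26 libraries of Drosophila embryos staged to nuclear cycles 13 to 14, the period in which the zygotic genome becomes broadly active. The series asks how deletion of the fifth zinc finger of Zelda, a transcription factor encoded by zld, changes the embryonic transcriptome. Wild type was represented by 3 libraries of day 1, whose genotype is labelled sfGFP-ZLD, and 6 libraries of day 2, labelled H2B-EGFP. The zinc finger mutant, labelled mNG-ZF5 GLC and called Zf5 here, had 3 libraries on day 1 and 6 on day 2. A further 8 libraries of day 3 carried the label Zld294. The wild-type genotype label changed with the day, whereas Zf5 had the same label on both days. Zld294 was processed on a day of its own, so its differences from the other genotypes cannot be separated from the day.

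Values were TPM as deposited, so the number of reads behind them is unknown. Relative depth ranged from 0.619 in replicate 3 to 1.39 in replicate 5 of Zf5 day 2. Between 8139 and 12165 of the 14220 listed genes were above 0, and between 6716 and 8913 reached 1 TPM. The 10 most abundant genes held 4.63% to 6.70% of the total. No gene above 0 had an identical value in any pair of libraries, and the highest correlation between libraries was 0.994, so no library appeared to be a duplicate. The first principal component of the 500 most variable genes held 54.9% of their variance and spread the libraries within groups. The second held 24.5% and placed the 9 wild-type libraries, at up to 39.0, above the 17 mutant libraries, whose highest value was -9.03. The spread within groups was largest in Zf5 day 2, where the median correlation of a library with the others of its group fell to 0.744.

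The altered gene was examined first in every library. In BDGP6.54, zld lies on chromosome X from 19766465 to 19783548 on the minus strand. Its level was 1200 ± 248 TPM (SD, n = 3) in wild type of day 1 and 936 ± 44.7 TPM (SD, n = 6) in wild type of day 2. It was 692 ± 276 TPM (SD, n = 3) in Zf5 of day 1 and 532 ± 261 TPM (SD, n = 6) in Zf5 of day 2. In Zld294 it was 8.77 ± 15.5 TPM (SD, n = 8), with a range of 0.0873 to 43.2 TPM. The limma log2 fold change of Zld294 was -8.00 against wild type (SE 0.59, adjusted p = 4.6e-08) and -7.03 against Zf5 (SE 0.65, adjusted p = 2.57e-06). For Zf5 against wild type over both days it was -0.97 (SE 0.27, limma adjusted p = 0.0455). That call was close to the threshold: 9 of the 28 alternatives kept it, and the adjusted p-value reached 0.264 when all 26 libraries were fitted together. On day 1 alone (-0.86, limma adjusted p = 0.258) and day 2 alone (-1.03, limma adjusted p = 0.246) zld did not pass. The Zf5 effect on zld did not differ between days (-0.17, SE 0.60, limma adjusted p = 0.994). Between the wild-type groups zld changed by -0.34 (SE 0.13, limma adjusted p = 0.152). This passed in 3 of 18 alternatives: with a stage covariate (-0.40), with median-ratio scaling (-0.52) and without replicate 3 of day 1 (-0.52).

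**Figure D1:**
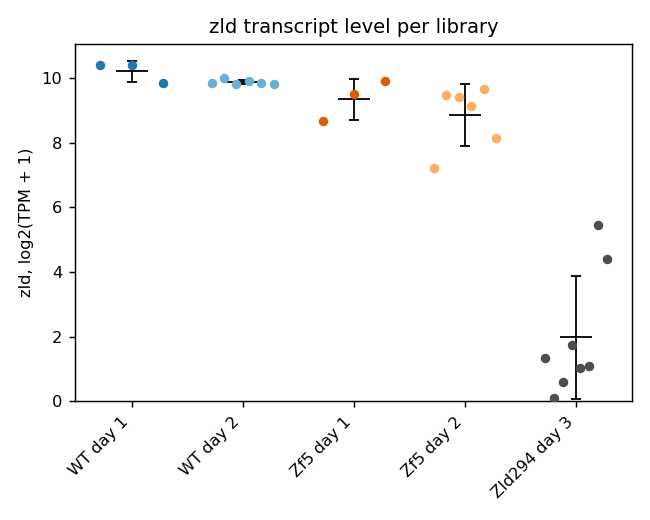
Level of zld as log2(TPM + 1) in each of the 26 libraries by group, with the mean and SD of each group as a horizontal line and bar. Every Zf5 library lies above every Zld294 library, whose highest value is 43.2 TPM.

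The main comparison asked which transcripts differ when the zinc finger is deleted. Over both days, 253 genes were higher and 171 lower in Zf5 than in wild type among 8151 genes tested with limma (18 libraries, adjusted p under 0.05). By ratio, the filter of 1 TPM in every library, added after the data were seen, moved the total of these calls most, from 424 to 137, with 86 higher and 51 lower among fewer genes tested. The fit of all 26 libraries gave 819 higher and 368 lower, and a stage covariate, also added later, gave 669 higher and 432 lower. Leaving out replicate 1 of Zf5 day 2 gave 596 higher and 273 lower. Leaving out replicate 1 of wild type day 1 gave 143 higher. Of all 6461 genes tested with a mean of at least 5 TPM, called or not, 82 showed no overlap between genotypes in the same direction on both days, 36 higher and 46 lower in Zf5. For a single gene chance gives this in 0.0108% of regroupings, though genes are not independent.

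The 4 largest falls were in genes that were nearly undetected in every Zf5 library. CG14014 (chromosome 2L, 5549709 to 5550835) fell by 7.19 on the log2 scale (SE 0.50, limma adjusted p = 9.87e-08), from 304 ± 257 TPM (SD, n = 9) in wild type to 0.379 ± 0.338 TPM (SD, n = 9) in Zf5. Its highest Zf5 value was 0.974 TPM and its lowest wild-type value 22.9 TPM. Elba1 (chromosome 2L, 4683052 to 4684461) fell by 7.09 (SE 0.73, limma adjusted p = 7.61e-06). Its lowest wild-type value was 7.72 TPM and its highest Zf5 value 0.833 TPM. CG11929 overlaps it on the other strand. The gene bard fell by 6.92 (SE 0.64, limma adjusted p = 2.66e-06), and dunk, which lies within the span of CG42748 on the same strand, fell by 6.42 (SE 0.61, limma adjusted p = 3.3e-06).

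The largest rise was in gammaTub37C (chromosome 2L, 19183863 to 19185726), with a log2 fold change of 4.09 (SE 0.43, limma adjusted p = 8.98e-06). It was at 9.71 ± 8.52 TPM (SD, n = 3) and 13.6 ± 11.5 TPM (SD, n = 6) in wild type of days 1 and 2, and at 127 ± 44.5 and 197 ± 47.2 TPM in Zf5. The lowest Zf5 value, 94.2 TPM, exceeded the highest wild-type value, 34.2 TPM. Abd-B rose by 3.72 (SE 0.63, limma adjusted p = 0.00162). It reached 39.1 ± 7.63 TPM (SD, n = 3) in Zf5 of day 1, but 19.4 ± 20.9 TPM (SD, n = 6) in Zf5 of day 2, where its lowest value was 0.321 TPM. The gene pst rose by 3.61 (SE 0.36, limma adjusted p = 5.46e-06) and CG31683 by 3.54 (SE 0.36, limma adjusted p = 6.95e-06). CG31688 overlaps CG31683 on the other strand. All 8 genes stayed past the threshold in the same direction under each alternative in which they were tested.

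**Figure D2:**
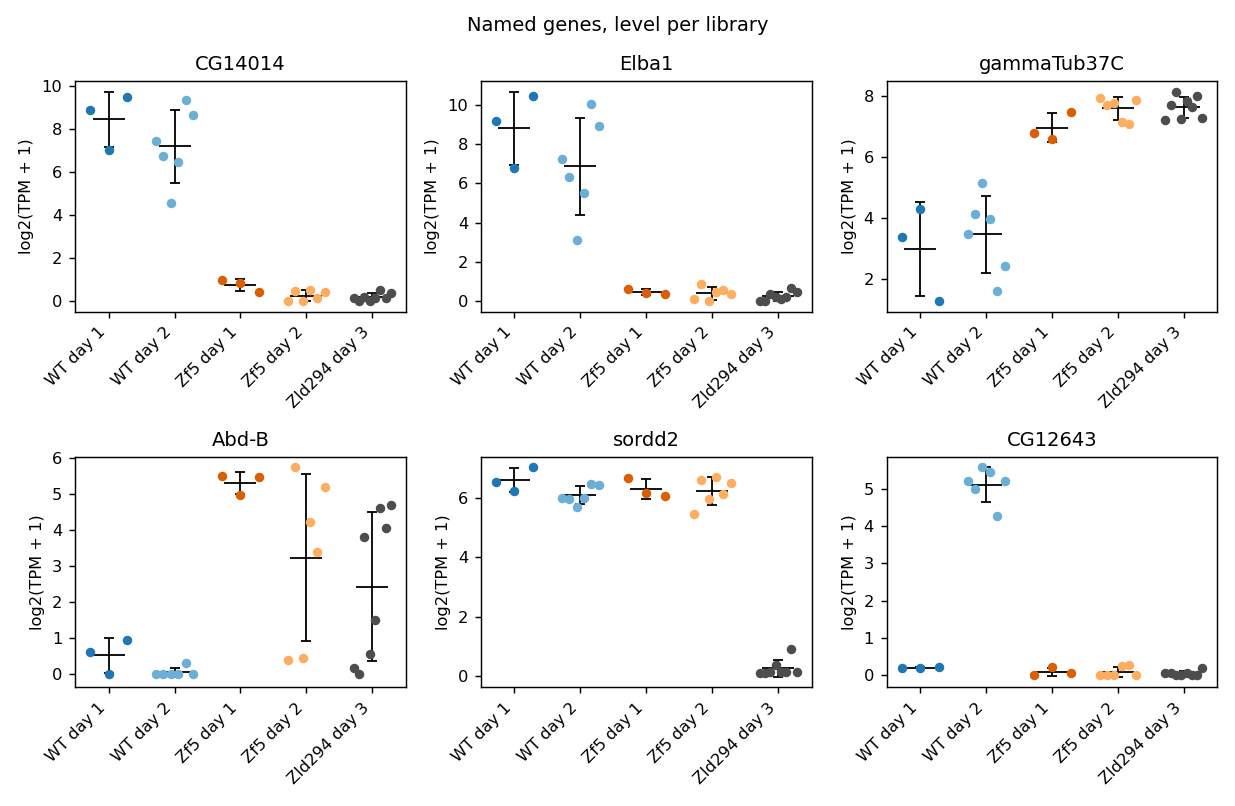
Levels of 6 named genes as log2(TPM + 1) in each of the 26 libraries by group, with group means and SD. CG14014 and Elba1 stay under 1 TPM in all Zf5 and Zld294 libraries, gammaTub37C is above 94 TPM in all of these, sordd2 is under 1 TPM in Zld294, and CG12643 is above 1 TPM in wild type of day 2 only.

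The comparison was repeated within each day. On day 1 (6 libraries, 7172 genes tested) 56 genes were higher and 65 lower, with 1270 genes at an unadjusted p under 0.05. Leaving out replicate 1 of wild type gave 0 calls, with 637 genes at an unadjusted p under 0.05, and leaving out replicate 3 of Zf5 also gave 0, with 945 such genes. Leaving out replicate 3 of wild type gave 453 higher and 780 lower. On day 2 (12 libraries, 6990 genes tested) 51 genes were higher and 82 lower. Leaving out replicate 1 of wild type day 2 gave 22 higher and 45 lower. Of the genes tested on both days, 33 were called on each, and 30 of these had the same direction. The interaction called 20 genes with a higher and 19 with a lower Zf5 effect on day 2 than on day 1, among 8151 tested.

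The wild-type groups differed from each other as well. Between day 2 and day 1, 398 genes were higher and 189 lower among 7160 tested with limma (9 libraries). Leaving out replicate 1 of day 1 reduced this to 71 higher and 55 lower, and leaving out replicate 5 of day 2 raised it to 840 higher and 375 lower. The share of higher calls was 67.8% as deposited and 42.6% after scaling by median ratios, which lowered the median change of all genes by 0.17 on the log2 scale. No gene passed between Zf5 of day 2 and Zf5 of day 1 among 7908 tested, where 394 genes had an unadjusted p under 0.05.

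Zld294 was compared with wild type to see how the transcriptome differs where zld transcript is nearly lost. Among 6925 genes tested with limma (17 libraries), 574 were higher and 468 lower. With median-ratio scaling the split was 381 higher and 548 lower, so the share of higher calls moved from 55.1% to 41%. Restricting wild type to day 1 gave 1383 higher and 560 lower, and restricting it to day 2 gave 847 higher and 813 lower. Of all 6281 genes tested with a mean of at least 5 TPM, 279 showed no overlap between genotypes, 136 higher and 143 lower in Zld294, where chance gives this in 0.00823% of regroupings for a single gene. After zld, the largest falls were again in CG14014 (-7.43, SE 0.54, limma adjusted p = 4.2e-08), Elba1 (-7.26, SE 0.79, limma adjusted p = 4.02e-06) and bard (-7.09, SE 0.68, limma adjusted p = 8.94e-07). The largest rise was in pdgy (5.28, SE 1.05, limma adjusted p = 0.00218). This value mixed unlike wild-type groups: pdgy was at 102 ± 55.3 TPM (SD, n = 3) on day 1 and 0.151 ± 0.181 TPM (SD, n = 6) on day 2, against 191 ± 21.4 TPM (SD, n = 8) in Zld294. Its log2 fold change was 1.06 against wild type of day 1 alone and 7.39 against wild type of day 2 alone. CG15047 (4.48, SE 0.16), Dscam4 (4.36, SE 0.20) and narya (4.35, SE 0.31) followed, with limma adjusted p-values of 2.04e-12, 7.87e-11 and 3.3e-08. CG15047 overlaps Bx on the same strand.

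Zld294 was also compared with Zf5. Among 7050 genes tested with limma (17 libraries), 165 were higher and 298 lower in Zld294. Leaving out replicate 1 of Zf5 day 2 raised this to 1352 higher and 743 lower, and leaving out replicate 2 of Zld294 reduced the higher calls to 86. Of all 6363 genes tested with a mean of at least 5 TPM, 164 showed no overlap, 51 higher and 113 lower in Zld294, against the same share by chance. After zld, sordd2 fell most (chromosome X, 15796908 to 15799162), by 5.98 on the log2 scale (SE 0.20, limma adjusted p = 7.21e-13). It was at 77.1 ± 20.6 TPM (SD, n = 9) in Zf5 and 0.217 ± 0.286 TPM (SD, n = 8) in Zld294. CG15236 (-3.91, SE 0.39) and CG31683 (-3.46, SE 0.38) fell as well, with limma adjusted p-values of 6.12e-06 and 1.85e-05. CG31683 was at 0.771 ± 0.388 TPM (SD, n = 8) in Zld294 and 0.691 ± 0.437 TPM (SD, n = 9) in wild type, so its high level was found in Zf5 alone among the 3 genotypes. The genes narya (4.70, SE 0.25), CG15047 (3.89, SE 0.25), meso18E (3.16, SE 0.35) and CG7381 (2.89, SE 0.30) were higher in Zld294 than in Zf5, with limma adjusted p-values of 7.36e-10, 2.01e-08, 1.85e-05 and 9.12e-06. Of these, narya (19475063 to 19476055), CG15047 (18528683 to 18529593) and meso18E (19706418 to 19713045) lie within 2 Mb of zld on chromosome X. CG7381 was at 31.9 ± 8.28 TPM (SD, n = 8) in Zld294, 17.9 ± 9.37 TPM (SD, n = 9) in wild type and 3.88 ± 2.53 TPM (SD, n = 9) in Zf5. Its range in Zld294, 23.2 to 47.8 TPM, overlapped that of wild type, 8.62 to 34.0 TPM. The difference in CG7381 thus goes with a low level in Zf5. CG15236 was at 4.03 ± 4.83 TPM (SD, n = 9) in wild type.

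The effects of the mutants were compared across genes in fits with no library in common. Pearson's r across genes was 0.31 (6830 genes, Spearman's rho 0.0068) between Zf5 on day 1 and Zld294 over wild type of day 2. It was 0.28 (6913 genes, Spearman's rho 0.031) between Zf5 on day 2 and Zld294 over wild type of day 1. Genes are not independent replicates. For unchanged groups, the deviations of whole libraries from their group means were resampled 100 times, over 8200 genes. In these draws r was as large in 37 and 38. They were made with replacement across all 26 libraries, so 1 library could enter both fits and groups did not keep their own spread. The draws therefore cannot decide whether r exceeds that of unchanged groups. With genes drawn independently, r was as large in 0 of 100 for either pair, but such draws ignore the correlation between genes. The r of Zf5 on day 1 ran from 0.18 without replicate 3 of wild type day 1 to 0.44 without replicate 5 of wild type day 2. The r of Zf5 on day 2 ran from 0.11 without replicate 1 of Zf5 day 2 to 0.44 without replicate 3 of wild type day 1. Single libraries thus decided its size. With wild-type libraries in common r was 0.53, against 0.39 on average in the same draws of whole libraries, which reached it in 52 of 100 simulations. With genes drawn independently the average there was 0.46, and 0 of 100 simulations reached 0.53.

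**Figure D3:**
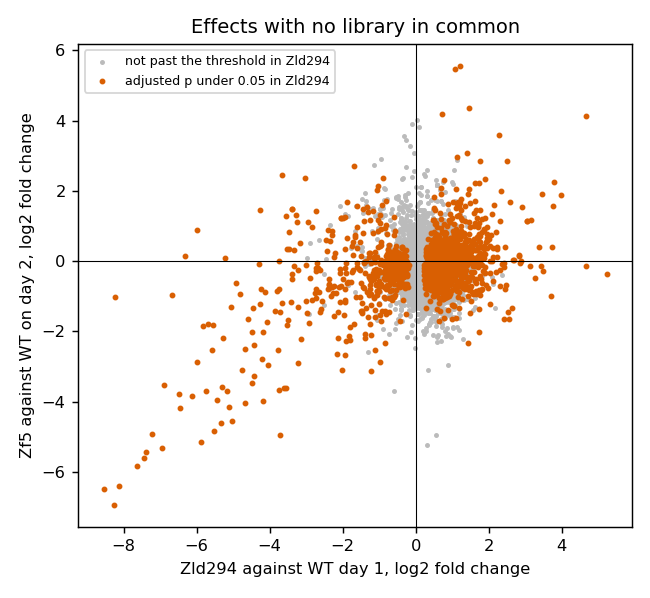
Log2 fold change of each of 6913 genes in Zf5 against wild type on day 2 (vertical axis) and in Zld294 against wild type of day 1 (horizontal axis), from fits with no library in common; orange points passed an adjusted p of 0.05 in the latter fit. Pearson's r is 0.28 and Spearman's rho 0.031.

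Gene lists fixed in advance were tested in each comparison. Early zygotic genes were lower in Zld294 than in wild type (median log2 fold change -0.82, 28 of 42 genes lower, camera adjusted p = 2.68e-07) and lower than in Zf5 (median -1.10, 34 of 38 lower, camera adjusted p = 5.24e-05). In Zf5 against wild type this list did not pass (camera adjusted p = 0.22), with lower as the direction given by camera. Its median was nonetheless 0.45 and 29 of 45 genes were higher. Past the threshold, 9 of its genes were lower and 1 higher. The late cycle 14 list was higher in Zf5 than in wild type over both days (median 1.22, 18 of 23 genes higher, camera adjusted p = 5.32e-06) and on day 1 (median 1.70, camera adjusted p = 0.000182). It did not pass on day 2 (median 0.36, 8 genes, camera adjusted p = 0.22). The filter for day 2 left out Abd-B, abd-A and mid, the genes of this list that changed most over both days. The day 2 test therefore cannot decide whether the whole list rose. The late score over all genes of the list ran from 1.14 to 3.47 in Zf5 of day 2. In wild type of day 2 it ran from 0.974 to 1.64. The maternal list was lower in Zf5 than in wild type (median -0.48, 28 of 35 lower, camera adjusted p = 0.00722) and higher in Zld294 than in Zf5 (median 1.03, 32 of 35 higher, camera adjusted p = 0.000735). Under fry only the late list in Zf5 stayed past the threshold, over both days (adjusted p = 0.00987) and on day 1 (adjusted p = 0.0104). With an estimated correlation between genes, which reached 0.740, no list passed in any comparison.

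Within the early zygotic list, 10 genes passed in Zf5 over all genes tested and 12 when adjusted over the list alone. In Zld294 against wild type 14 passed over all genes tested and 15 when adjusted over the list alone. In Zf5 the largest changes were in scw (-5.71, SE 0.56, limma adjusted p = 4.41e-06), tsg (-5.10, SE 0.46, limma adjusted p = 1.88e-06) and tld (-4.20, SE 0.70, limma adjusted p = 0.00154). In Zld294 they were in scw (-6.20), halo (-5.18) and tsg (-4.96), with limma adjusted p-values of 3.56e-07, 0.000386 and 8.65e-07. The gene bnb was the only member of this list past the threshold between Zld294 and Zf5 (-4.86, SE 1.35, limma adjusted p = 0.0395), and it did not pass when adjusted over the list alone (0.0809) or with the stage covariate. It varied from 0.774 to 838 TPM within wild type of day 2, and replicate 7 alone of Zld294 was above 7.49 TPM, at 37.5 TPM. In the late list, 9 genes passed in Zf5 over all genes tested and 14 when adjusted over the list alone, with Abd-B, abd-A (3.27, limma adjusted p = 0.00841) and mid (3.11, limma adjusted p = 0.00688) changed most. In the maternal list 0 genes passed in Zf5 by either adjustment. In Zld294 against wild type 3 passed by each, with piwi (0.90, limma adjusted p = 0.0317) changed most. With median-ratio scaling 1 passed there over all genes tested and 0 when adjusted over the list alone. In Zld294 against Zf5, without that scaling, 3 passed over all genes tested and 6 when adjusted over the list alone. The largest change there was in bcd (2.46, limma adjusted p = 0.0163).

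List scores per library showed how widely embryos of a group were spread. The early zygotic score ran from 1.90 to 5.97 in wild type of day 2, from 1.22 to 5.77 in Zf5 of day 2 and from 1.08 to 4.11 in Zld294. Group differences of this score were within that spread: -0.20 for Zf5 against wild type (exact permutation within day, two-sided p = 0.778, adjusted p = 0.778) and -1.25 for Zld294 against wild type (exact permutation, two-sided p = 0.0876, adjusted p = 0.15). The late score was higher in Zf5 by 1.21 (exact permutation within day, two-sided p = 0.000866, adjusted over 12 tests 0.00519). In Zld294 it was 0.49 higher than in wild type (exact permutation, two-sided p = 0.0663, adjusted p = 0.15).

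**Figure D4:**
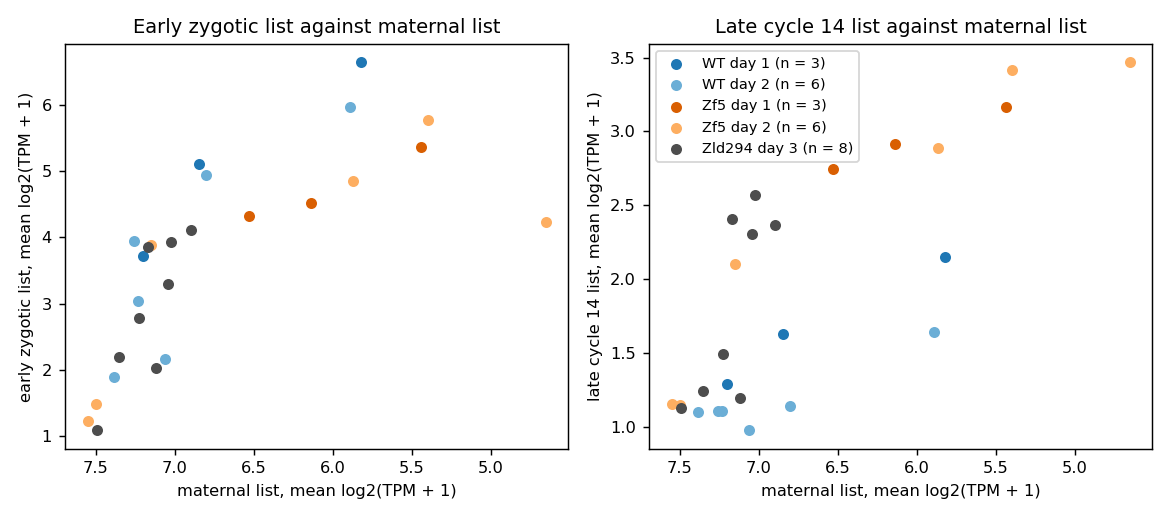
Early zygotic score (left) and late cycle 14 score (right) against the maternal score of each of the 26 libraries, all as mean log2(TPM + 1), with the maternal axis reversed so that libraries with less maternal RNA lie to the right. The late score reaches 3.47 in Zf5 and at most 2.15 in wild type.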

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

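The tests on differences between days, genes private to a group and the wider set of genes for carry-over were chosen after the results were seen. Of 87 combinations of measure and group in which a single library could stand apart, 9 did, where chance gives 4.35.

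In Zld294, zld was at 43.2 TPM in replicate 7, far from the next value of 20.2 TPM in replicate 8, while the other libraries were at or below 2.39 TPM. This is 4.22% of the wild-type mean. In the same library sordd2, nearly absent from the others of the group, reached 0.902 TPM against at most 0.292 TPM elsewhere. Carry-over from another library could raise both. It would bring other transcripts too, yet 29 genes held at no more than 1% of their wild-type mean in replicates 1 to 6 had a median of 0.209% in replicate 7, with a maximum of 1.26%. This argues against carry-over from a library with the mean wild-type profile. A donor of an early stage or of Zf5 would carry little of those genes. The only gene at 50 TPM or more in each wild-type library and under 1 TPM in replicates 1 to 6 was sordd2, at 1.16% of its wild-type level in replicate 7, and 1 gene cannot decide the matter. The early gene bnb was also high in replicate 7, at 37.5 TPM against at most 7.49 TPM in the other 7 libraries, as a donor with bnb would give, though bnb varies widely within each group. In replicate 8 zld was at 1.97% of the wild-type mean, while sordd2 was at 0.119%, within the 0.107% to 0.375% of replicates 1 to 6. That goes against carry-over in replicate 8. The 29 genes had a median of 0.243% in replicate 8, with a maximum of 1.87%, which argues against a donor with the mean wild-type profile. For a donor of an early stage or of Zf5, the evidence in replicate 8 rests on sordd2, 1 gene near the floor. Such a donor and zld transcripts made by the embryos themselves cannot be told apart here, because too few genes separate them. Leaving out replicate 7 left zld past the threshold in both comparisons of Zld294.

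rRNA pseudogenes took 3.56% of the TPM in replicate 4 of wild type day 2, against at most 0.531% in the others of the group, and 0.120% in replicate 8 of Zld294, against at most 0.0653% there. Ribosomal RNA left in the library is a technical candidate source, and it lowers the other TPM values only by the share it takes. Without replicate 4 of wild type day 2, Zf5 had 160 genes higher and 151 lower over both days, where all libraries gave 253 and 171, and other wild-type libraries left out gave counts as low as 143. No test of the cause was made.

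In wild type of day 2, replicate 5 stood apart in the late cycle 14 score (1.64, next 1.14), in Abd-B (0.243 TPM, 0 in the other 5) and in meso18E (2.19 TPM, next 10.2 TPM). Its maternal score of 5.89 was the lowest of the group and its early zygotic score of 5.97 the highest. The list scores go together as in an older sample, but the stage of this library was not tested. Without it the wild-type groups differed in 1215 genes, where all libraries gave 587. The counts without it were 414 against 424 for Zf5 over both days, 114 against 133 for Zf5 on day 2 and 1040 against 1042 for Zld294 against wild type. The gene meso18E was at 12.7 and 13.4 TPM in replicates 4 and 6 of Zf5 day 2, which have the highest late scores of that group. It was between 1.12 and 1.43 TPM in all wild-type libraries of day 1. In Zf5 of day 1, with late scores of 2.74 to 3.17, it was between 1.75 and 2.51 TPM. In both genotypes day 1 lay below day 2, whose lowest values were 2.19 TPM in wild type and 2.83 TPM in Zf5. In Zld294, replicates 6, 7 and 8, with late scores of 2.36 to 2.57, had 51.9 to 53.5 TPM. Replicates 1, 2 and 4, with scores of 1.12 to 1.24, had 59.2 to 62.6 TPM. Against this, replicate 5, with a score of 1.49, had 49.1 TPM. Whether the low meso18E in replicate 5 of wild type day 2 goes with an older sample thus stays open. No technical explanation was tested for this library.

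Near the floor, single libraries stood apart in narya in replicate 6 of Zf5 day 2 (3.24 TPM, next 1.27 TPM) and CG12643 in replicate 8 of Zld294 (0.152 TPM, next 0.0507 TPM). With 4.35 such findings by chance no explanation was tested.

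The Zf5 effect differed between days in 39 genes by the interaction test, with CG13937 (5.69, limma adjusted p = 5.44e-08), CG12643 (-4.92, limma adjusted p = 1.76e-06) and Sdic3 (-3.40, limma adjusted p = 6.55e-06) at the smallest p-values. Sdic3 belongs to a family of near-identical copies on the X chromosome, so its level is uncertain. Of 100 regroupings of the days within genotype, 6 gave as many genes, so the count itself is within what regrouping gives. Of the 26 of these genes that could also be tested between the Zf5 groups, 25 had a larger difference between days in wild type than in Zf5. The median absolute log2 difference was 2.95 in wild type, over all 39, and 0.32 in Zf5, over the 26. The other genes were too low in Zf5 to be tested there. CG13937 was at 50.3 ± 2.83 TPM (SD, n = 3) in wild type of day 1 and 0.0785 ± 0.0543 TPM (SD, n = 6) in wild type of day 2, and at most 1.03 TPM in every Zf5 library. These values are consistent with a difference between the wild-type groups rather than a Zf5 effect that changes with the day. Whether that difference comes from the wild-type strain, labelled differently on each day, is weighed with the genes private to 1 group.

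Across all libraries, 7 genes were private to wild type of day 2, either under 1 TPM there and at least 5 TPM in each of the other 20 libraries (CG10962, CG14767 and pdgy) or the reverse (CG12643, CG4467, Cyp4p2 and Sdic3). By these limits 0 genes were private to the other groups of days 1 and 2, but CG13937 missed them only by 1.03 TPM in replicate 6 of Zf5 day 2: it was at 47.1 to 52.4 TPM in wild type of day 1 and under 1 TPM in the remaining libraries. In Zld294 1 gene, sordd2, was private. In 100 regroupings of the libraries the groups of days 1 and 2 had at most 0. A day batch would touch the Zf5 libraries of day 2 as well, and these 7 values forbid it. Strain variants of the H2B-EGFP stock, and for CG13937 of the sfGFP-ZLD stock, are an open candidate explanation that was not tested, since no sequence was analysed here. For sordd2 in Zld294 the strain, the day and the loss of zld cannot be separated by the design.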

How the results depend on the processing

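The filter, the fold change threshold, the robust option, the fit of all 26 libraries, the replicate block, the day term, the restricted references, fry and the left-out libraries were planned before the data were examined, apart from the left-out libraries for the effects across genes. The pseudocount of 0.1, scaling by median ratios, the filter of 1 TPM in every library, the fit without a variance trend and the maternal covariate (the maternal score as a stage term) were chosen after seeing the data. The planned count-based settings, a second set of size factors for counts, a second count model and a minimum of 10 counts in every library, were not run because the values are TPM.

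All 25 named results other than zld kept their direction and stayed past the threshold under each alternative in which the gene could be tested, with largest adjusted p-values from 6.97e-07 for sordd2 to 0.0344 for pdgy. The filter of 1 TPM in every library left 2 of them to test. Under no alternative did zld lose its call in Zld294. Its Zf5 call was lost in 7 of the settings that kept all libraries and in 12 of the fits that left out a library. The Zf5 effect on zld by day, not past the threshold, changed sign in 3 fits that each left out 1 library, over a range from -0.52 to 0.16. The difference in zld between the wild-type groups came past the threshold under the maternal covariate (-0.40), under median-ratio scaling (-0.52) and without replicate 3 of wild type day 1 (-0.52). The cause was not tested.

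Under the filter of 1 TPM in every library, which tests fewer genes, the counts of genes higher and lower were 86 and 51 for Zf5 against wild type over both days, 13 and 8 for day 1, 17 and 17 for day 2, and 4 and 6 for the interaction. A gene absent from 1 genotype cannot pass that filter. Without a filter day 1 had 37 lower and day 2 had 33 higher. Requiring a log2 fold change of at least 1 left 163 higher and 209 lower for Zld294 against wild type, 93 lower for Zld294 against Zf5, and 173 higher and 102 lower between the wild-type groups.

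The fit of all 26 libraries gave 819 higher and 368 lower for Zf5 over both days, 235 and 161 for day 1, 399 and 271 for day 2, 48 and 52 for the interaction, 259 and 476 for Zld294 against Zf5, and 219 and 98 between the wild-type groups. For Zld294 against wild type it gave 304 higher. The pseudocount of 0.1 gave 417 higher for Zf5 over both days, and no variance trend gave 98 higher for day 1. The cause was not tested.

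The maternal covariate raised the counts of each comparison: to 669 higher and 432 lower for Zf5 over both days, 345 and 271 for day 1, 271 and 235 for day 2, 68 and 76 for the interaction, 1503 and 1237 for Zld294 against wild type, 947 and 765 for Zld294 against Zf5, and 1684 and 915 between the wild-type groups. It kept 424 of 424 calls in the same direction for Zf5 over both days and 1028 of 1042 for Zld294 against wild type, but only 322 of 463 for Zld294 against Zf5. For the early zygotic list it gave camera p-values of 3.51e-06 in Zf5 over both days, 3.41e-08 on day 1 and 0.00033 on day 2, all now past the threshold. Camera gave the direction as lower in Zf5 both with and without the covariate. The list did not pass there under fry (adjusted p-values of 0.261, 0.261 and 0.331) or with an estimated correlation (0.934 in each). In Zld294 against wild type that list no longer passed (0.106). Direction reversed, without passing, for the early list (0.349) and the late list (0.554) in Zld294 against Zf5 and for the late list in the interaction (0.988). The maternal list reversed as well, in Zld294 against wild type (0.896) and in Zld294 against Zf5 (0.843). It no longer passed in Zld294 against Zf5 or in Zf5 over both days (0.410). The covariate is the score of this same list, so its own test cannot decide whether maternal RNA differs. The maternal score itself was 0.92 higher in Zld294 than in Zf5 (exact permutation, unadjusted p = 0.0236). Against wild type it differed by -0.59 in Zf5 (exact permutation, p = 0.156) and by 0.33 in Zld294 (p = 0.174), neither under 0.05. Where the score differs with genotype, this covariate can remove or add a genotype effect.

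Under fry, p-values of 0.200 for the maternal list in Zf5 over both days, 0.0527 and 0.202 for the early list in Zld294 against wild type and Zf5, and 0.0141 for the maternal list in Zld294 against Zf5 did not pass after adjustment. Scaling by median ratios gave 381 higher for Zld294 against wild type and 189 higher between the wild-type groups, and brought the maternal list on day 2 past the threshold (0.0188). It kept 357 of 424 calls of Zf5 over both days and 838 of 1042 of Zld294 against wild type in the same direction, which argues against the common total of TPM values as their whole cause. Zld294 against wild type of day 1 alone had 1383 higher, against day 2 alone 813 lower, and against Zf5 of day 1 alone 2691 higher and 1540 lower.

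The replicate numbers did not pair the samples: correlations of same-numbered libraries' deviations ran from -0.54 to 0.65. With a replicate block, which spends degrees of freedom on numbers with no shared source, the counts of genes higher and lower were 93 and 100 for Zf5 over both days, 7 and 14 for day 1, 15 and 42 for day 2, 9 and 7 for the interaction, and 19 and 53 for Zld294 against Zf5. Zld294 against wild type had 216 higher, and the wild-type groups had 0 and 0, with 1066 genes at an unadjusted p under 0.05.

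Across the fits that each left out 1 library, genes higher ran from 143 to 596 and genes lower from 134 to 273 for Zf5 over both days, from 0 to 453 and 0 to 780 for day 1, from 22 to 74 and 45 to 86 for day 2, from 86 to 1352 and 191 to 743 for Zld294 against Zf5, and from 71 to 840 and 55 to 375 between the wild-type groups. For the interaction the lower count ran from 12 to 24. Fits without replicate 1 of Zf5 day 2 gave the highest counts for Zf5 over both days and for Zld294 against Zf5.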

Other observations

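The stage tests, the scaling test, the relations over Zf5 day 2 libraries and the test of large changes near zld were chosen after the results were seen. The regroupings, the adult marker list and the test of all calls near zld were set before.

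Regrouped libraries were used to ask how often counts as large arise by chance. For Zf5 against wild type over both days, 2 of 100 drawn splits within day gave as many genes past the threshold, the real one included. On day 2, 3 of 100 splits did. On day 1, 1 of 10 splits did, the real one, and 10 splits cannot give a smaller share. For Zld294, 1 of 100 splits gave as many against wild type and 1 of 100 against Zf5, in each case the real one. Between the wild-type groups, 3 of all 84 splits did. Some regroupings gave many more genes than the real split, up to 3746 on day 2 and 3331 between the wild-type groups, where the typical split gave 0. The source of the variation within groups behind such splits was not tested.

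The number of genes above 0 in Zf5 day 2 ran from 8139 to 12165. Over the 6 libraries it rose with the late cycle 14 score (Pearson's r = 0.996, exact permutation p = 0.00139, adjusted p = 0.00556; Spearman's rho = 1, exact permutation p = 0.00278, adjusted p = 0.00556), and r was 0.981 without the 2 libraries farthest from the median score. With relative depth r was 0.338 (exact permutation p = 0.524, adjusted p = 0.524; rho = 0.6, p = 0.242, adjusted p = 0.322) and 0.635 without the 2 farthest, so a part played by depth stays open with 6 libraries. In all, 4 tests were made. Of 20 markers of adult or larval tissue, 6 reached 1 TPM in replicate 6, the library with the most genes, with a median of 0.412 TPM and Mhc highest at 5.43 TPM. In replicate 4 it was 7, with a median of 0.382 TPM, and in the other 4 libraries 0, with medians of at most 0.0982 TPM. The median was under 1 TPM, but the markers rose in the libraries that gained genes. A small share of such RNA therefore cannot be told apart from late embryos that transcribe these genes, because no level of the markers in staged embryos was used here. A wide range of embryo stage within the group may explain the spread, although the late score and the number of genes both rise with any gain of transcripts.

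Stage was then set equal through the maternal score. At an equal maternal score the early zygotic score of Zf5 was lower than that of wild type by a difference of -1.04 (exact permutation within day, p = 0.0426, adjusted over 12 tests 0.128), where the plain difference was -0.20. This failed the adjustment, so a lower level hidden by stage is possibly present but cannot be told apart from chance with these libraries. For Zld294 the difference shrank from -1.25 to -0.38 (exact permutation, p = 0.356, adjusted p = 0.475), so younger embryos cannot be told apart from a lower zygotic output for the list as a whole.

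At an equal maternal score the late cycle 14 score, taken over all genes of the list, was higher by 0.79 in Zf5 (exact permutation within day, p = 0.000108, the smallest the 18480 regroupings can give for a two-sided test, adjusted p = 0.0013) and by 0.73 in Zld294 (exact permutation, p = 0.00333, adjusted p = 0.0133), with ranges of 0.72 to 0.88 and 0.63 to 0.83 when each library was left out. The difference between the mutants was 0.09 (exact permutation, p = 0.690, adjusted p = 0.778). The list test with the maternal covariate passed in Zf5 over both days (23 genes, camera adjusted p = 0.000218) but not in Zld294 (8 genes, 5 higher and 3 lower, camera adjusted p = 0.948, fry adjusted p = 0.665). The filter for Zld294 left 8 of the 26 genes and left out Abd-B and abd-A. That test therefore cannot decide whether the whole list rose in Zld294. Abd-B was at 9.92 ± 10.7 TPM (SD, n = 8) in Zld294, from 0 to 24.9 TPM, and at most 0.936 TPM in wild type. Without the maternal covariate 2 of the 8 genes tested were higher in Zld294 than in wild type, mid (2.25, limma adjusted p = 0.0443) and mthl1 (0.90, limma adjusted p = 0.0311), and 1 was lower, srp (-1.34, limma adjusted p = 0.0110). These counts depended on the setting. Over all genes tested, 0 were higher and 1 lower with median-ratio scaling, and 4 higher and 3 lower with the maternal covariate. A rise that both mutants share therefore stays open. In Zf5 older embryos cannot be told apart from a rise at the same age, because maternal RNA may be lost at another rate in the mutants, and no stage measure independent of genotype is in these data. A rise of late genes such as Abd-B at the same age, and a slower loss of maternal RNA, are biological hypotheses left open and untested.

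Genes linked to zld could differ between stocks for reasons other than Zelda. In Zf5 against wild type 3.46% of the genes within 2 Mb of zld were called, against 5.76% on the rest of the X chromosome (Fisher's exact test, p = 0.202, adjusted p = 0.610). Of the genes in that window 0.866% rose and 0.433% fell by at least 1 on the log2 scale, against 2.5% and 2.09%, which argues against linked variation as a main source of the Zf5 calls. In Zld294 the shares of all calls did not differ, at 17% against 15.4% over wild type (Fisher's exact test, p = 0.590, adjusted p = 0.787) and 9.05% against 9.47% over Zf5 (p = 1, adjusted p = 1). Of the 4 named rises over Zf5, 3 lie in the window (narya, CG15047 and meso18E), which prompted a test of changes of at least 1. With all genes, 12 of 194 in the window (6.19%) rose over wild type, against 23 of 1032 (2.23%) on the rest of the X chromosome (Fisher's exact test, p = 0.00726, adjusted over 6 tests 0.0436). These 12 include the genes that prompted the test. Without the named genes it was 9 of 191 (4.71%) against 22 of 1030 (2.14%, Fisher's exact test, p = 0.0459, adjusted p = 0.138), which failed the adjustment. Falls of that size were not in excess, at 1.55% against 3.49% over wild type (Fisher's exact test, p = 0.186, adjusted p = 0.279). Over Zf5 neither rises (3.52% against 3.06%, Fisher's exact test, p = 0.661, adjusted p = 0.785) nor falls (1.51% against 2.01%, p = 0.785, adjusted p = 0.785) differed. Variation linked to zld in the Zld294 stock thus cannot be told apart from an effect of zld for the genes in the window, since the stock, the day and the genotype go together and the excess of rises rests in part on the genes that prompted the test.

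The X chromosome as a whole held more calls than the autosomes in Zld294 against Zf5 (9.41% against 5.94%, Fisher's exact test, p = 1.63e-05, adjusted over 4 comparisons 6.53e-05), and less clearly between the wild-type groups (9.86% against 7.86%, p = 0.0203, adjusted p = 0.0407). The shares did not differ past the threshold in Zld294 against wild type (15.7% against 14.9%, Fisher's exact test, adjusted p = 0.679). Nor did they in Zf5 against wild type (5.39% against 5.14%, Fisher's exact test, adjusted p = 0.694). Genes are not independent in this test, and the source of the X excess was not tested.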
